# RNA Expression Profiling of Human iPSC-Derived Cardiomyocytes in a Cardiac Hypertrophy Model

**DOI:** 10.1371/journal.pone.0108051

**Published:** 2014-09-25

**Authors:** Praful Aggarwal, Amy Turner, Andrea Matter, Steven J. Kattman, Alexander Stoddard, Rachel Lorier, Bradley J. Swanson, Donna K. Arnett, Ulrich Broeckel

## Abstract

Cardiac hypertrophy is an independent risk factor for cardiovascular disease and heart failure. There is increasing evidence that microRNAs (miRNAs) play an important role in the regulation of messenger RNA (mRNA) and the pathogenesis of various cardiovascular diseases. However, the ability to comprehensively study cardiac hypertrophy on a gene regulatory level is impacted by the limited availability of human cardiomyocytes. Human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) offer the opportunity for disease modeling. Here we utilize a previously established *in* *vitro* model of cardiac hypertrophy to interrogate the regulatory mechanism associated with the cardiac disease process. We perform miRNA sequencing and mRNA expression analysis on endothelin 1 (ET-1) stimulated hiPSC-CMs to describe associated RNA expression profiles. MicroRNA sequencing revealed over 250 known and 34 predicted novel miRNAs to be differentially expressed between ET-1 stimulated and unstimulated control hiPSC-CMs. Messenger RNA expression analysis identified 731 probe sets with significant differential expression. Computational target prediction on significant differentially expressed miRNAs and mRNAs identified nearly 2000 target pairs. A principal component analysis approach comparing the *in* *vitro* data with human myocardial biopsies detected overlapping expression changes between the *in* *vitro* samples and myocardial biopsies with Left Ventricular Hypertrophy. These results provide further insights into the complex RNA regulatory mechanism associated with cardiac hypertrophy.

## Introduction

Left ventricular hypertrophy (LVH) is an adaptive response by the human heart to pressure and volume overload associated with hypertension, obesity and diabetes. It is one of the most potent risk factors for cardiovascular disease (CVD), including ischemic heart disease, chronic heart failure and CVD morbidity [1], [2]. Reversal of LVH has been shown to reduce the rate of cardiac events and stroke, independent of blood pressure levels [3]. The development of LVH is a complex process, with the enlargement of cardiomyocytes leading to an increase in the left ventricular mass (LV mass). This is accompanied by altered cell metabolism, signaling pathway changes and functional ventricular impairment [4], [5]. On a molecular level, cardiomyocyte hypertrophy is accompanied by re-activation of embryonic gene expression patterns and increased synthesis of contractile proteins [6].

Functional studies of LVH have primarily been conducted in animal models due to the limited availability of human cardiac tissue. The recent advances in stem cell technology, particularly induced pluripotent stem cells (iPSCs), offers the opportunity to generate and directly analyze human cardiomyocytes in healthy and disease states [7]. Ventricular cardiomyocytes generated from iPSCs recapitulate functional aspects of endogenous human cardiomyocytes and allow for more robust *in* *vitro* disease models in human cells for conditions such as LVH [8], [9]. To study the hypertrophic response in human cardiomyocytes, human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CM) were stimulated with endothelin 1 (ET-1). Endothelin 1 stimulation has been shown to cause neurohormonal stimulation of G-protein-coupled receptors resulting in modulation of phospholipase C and activation of cAMP pathways that cause biochemical and structural remodeling, which contributes to the development of hypertrophy [10]. In a recent study, Carlson et al demonstrate the use of an ET-1 stimulated hiPSC-CM assay to study cardiac hypertrophy *in* *vitro* [11].

MicroRNAs (miRNAs) have emerged as important regulators in cardiac development and regulation of RNA expression [12]. These RNAs are ∼22 nucleotide long, evolutionarily conserved, non-coding RNAs that post-transcriptionally regulate gene expression in a sequence-specific manner. There are currently over 1,500 known miRNAs in the human genome and each miRNA is expected to negatively control the regulation and stability of multiple messenger RNA (mRNA) targets. Several studies have investigated expression levels and identified miRNAs that modulate the key components involved in cardiac hypertrophy in animal models [13]–[16]. Here we investigate the response of hiPSC-CMs to ET-1 stimulation by expression profiling mRNA and miRNA. To identify RNAs in human cardiomyocytes that show differential expression upon induction of hypertrophy we performed a comprehensive expression analysis of both miRNAs and mRNAs in hiPSC-CMs and identified those that may be involved in the regulation of cardiac hypertrophy.

## Materials and Methods

### Cardiac hypertrophy model

We utilized iCell Cardiomyocytes (iCell-CMs) derived from human iPSCs to characterize miRNA and mRNA expression patterns (Cellular Dynamics International, CDI). These cardiomyocytes are a highly pure ventricular population established as having functional properties similar to adult human cardiomyocytes [8]. All iCell-CMs were obtained from one single batch of cells. iCell Cardiomyocytes were plated at 2.0×10^4^ cells/well in a 96-well plate precoated with 0.1% gelatin solution. Several dose response and time course experiments were performed on these cells to determine the optimal ET-1 dosage, recovery and stimulation time that would give the maximum hypertrophic response. Figure 1a represents a dose vs. response plot for *NPPB* expression using relative quantification (RT-qPCR). After two days of recovery, the cells were cultured in William’s E medium supplemented with Cocktail B (1∶25) from the Hepatocyte Maintenance Supplement Pack (Life Technologies). After an additional 11 days of recovery, cells were stimulated for 18 h with ET-1 (Sigma Aldrich) at 10^−8^ M as recommended by the manufacturer. Experiments were performed in triplicate for both unstimulated controls (control-CM) and ET-1 stimulated cells (ET1-CM).

**Figure 1:**
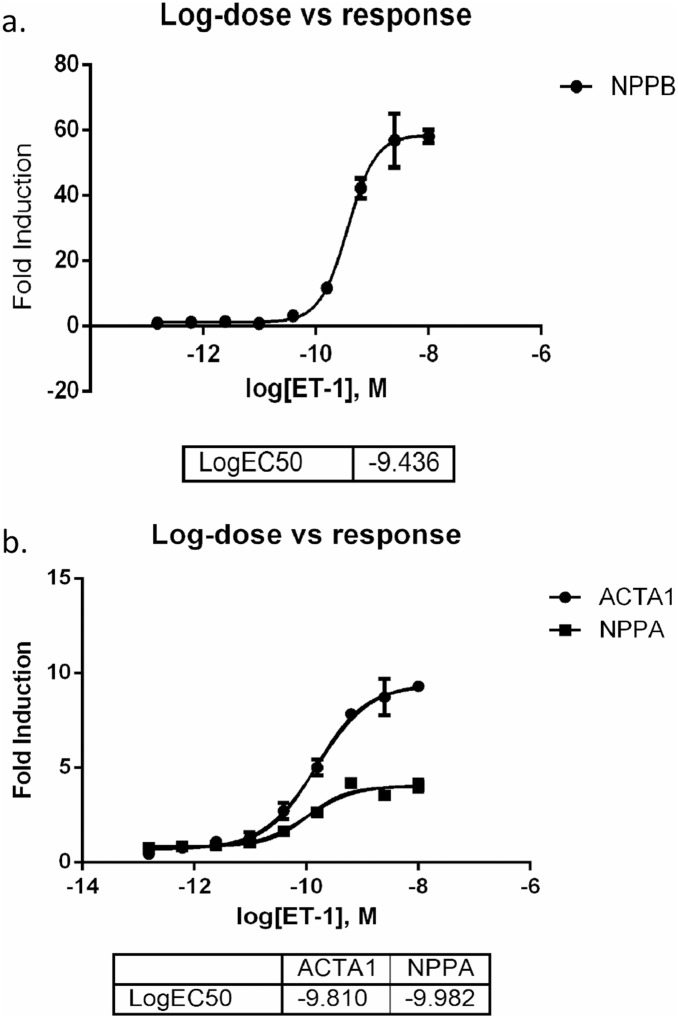
Dose vs. response plot for hypertrophy markers. RT-qPCR was used to measure the expression levels of (a) NPPB and (b) ACTA1 and NPPA as different ET-1 dose.

### RNA isolation

After 18 h, cells were harvested with Total RNA Purification 96-Well Kit (Norgen Biotek Corp.). Total RNA was extracted per manufacturer’s recommendations, resuspended in nuclease-free water, and quantified by UV spectrophotometry (NanoDrop 2000, Thermo Scientific). Quality of total RNA was evaluated using total RNA Pico chip analysis on Agilent 2100 Bioanalyzer. The total RNA analysis showed high quality RNA from which six cDNA libraries for RNA expression array and sequence capture were prepared.

### mRNA expression arrays

Messenger RNA expression was analyzed using GeneChip 3′IVT express arrays (Affymetrix). Fifty nanograms of total RNA for each of the samples, control-CMs and ET1-CMs, were prepared and analyzed on expression arrays following manufacturer’s instructions. Validation of mRNA expression levels was performed using TaqMan Gene Expression Assays (Life Technologies) on three classical hypertrophy markers, *NPPB, NPPA* and *ACTA1*. Relative quantification was performed per manufacturer’s recommendations on ABI 7900HT. Data analysis was performed using the delta-delta CT method, as part of the SDS 2.3 software package.

### miRNA sequencing

MicroRNA libraries from ribosomal RNA (rRNA) depleted total RNA (Ribo-Zero rRNA removal Kit, Epicentre) were prepared using Ion Torrent Total RNA Seq small RNA kit as per manufacturer’s recommendations (Life Technologies). Single-end sequencing was performed using the Ion Torrent Personal Genome Machine (PGM) sequencing platform. Following the Ion Sequencing Kit User Guide each sample was prepared, loaded and sequenced using small RNA library sequencing conditions on an Ion 318 chip. Validation of miRNA sequencing based expression levels on five known and five predicted novel mature miRNAs was done using RT-qPCR. TaqMan Small RNA Assays (Life Technologies) were performed on each miRNA in triplicate following manufacturer’s instructions. The data analysis was performed using the delta-delta CT method on ABI 7900HT using SDS 2.3 software.

### Data Analysis

SHRiMP2, a short read gapped aligner was used to map the raw sequencing reads against the human reference sequence (hg19) and a custom reference sequence set (containing miRBase v.20 known human miRNA hairpins, tRNA, rRNA, adapter and predicted novel miRNA hairpin sequences) [17]–[22]. Alignments with less than 17 bp matches and a custom 3′ end phred q-score threshold of 17 were filtered out. Subsequent analysis was conducted using only reads that represented known and predicted novel mature miRNAs. The miRDeep2 package (default parameters) was used to predict novel (as yet undescribed) miRNAs [23]. The consensus precursor sequences of the predicted novel miRNAs, which showed high sequence similarity with either snoRNA, rRNA or tRNA (using the Rfam database) were removed from further analysis [24].

Differential expression analysis of mRNA microarray and miRNA-Seq data was performed using different R/Bioconductor packages [25]. The affyQCReport package was used to perform QC on the microarrays [26]. The limma and affy software packages were used to process the microarray data [27], [28]. The mRNA data was combined with a public human myocardial biopsy dataset to study the overlapping expression profile of our *in* *vitro* model with *in* *vivo* myocardial biopsies. Myocardial left ventricular biopsies from male patients (n = 6) with isolated aortic stenosis and pronounced left ventricular hypertrophy undergoing aortic valve replacement were harvested either from hearts with normal ejection fraction (EF, >50%) or with low EF (<30%). Biopsies were further obtained from non-hypertrophied hearts with normal EF (>60%) from coronary artery disease patients undergoing coronary artery bypass graft surgery (n = 3). Total RNA isolated from biopsies was analyzed using Affymetrix HG-U133A and U133B GeneChip sets. To merge the two datasets, we first reduced the probeset data to gene level data and included only genes that were commonly differentially expressed between the two datasets. The prcomp method in R was used to perform the principal component analysis (PCA) on the merged datasets. The public dataset used for PCA is available in the ArrayExpress database (www.ebi.ac.uk/arrayexpress) under accession number E-MEXP-2296.

Gene set analysis to detect enriched disease phenotypes associated with the differentially expressed genes was performed using the WEB-based GEne Set AnaLysis Toolkit (WebGestalt) [29], [30]. WebGestalt uses a hypergeometric test for enrichment evaluation analysis. We set the multiple test adjustment parameter to be Benjamini and Hochberg method with an adjusted p-value less than or equal to 0.001 with a minimum of 10 genes in each disease category. We selected the human genome option as the reference set for enrichment analysis.

To study the miRNA expression profile of the hiPSC-CMs, we first quantified the miRNA-Seq data into known human and predicted novel mature miRNAs by using HTSeq v0.5.3p3 (http://www-huber.embl.de/users/anders/HTSeq). DESeq (v 1.12.1) was used to study the known and predicted novel miRNA expression differences between control-CMs and ET1-CMs [31]. In this study, differentially expressed genes that had a false discovery rate cutoff at 10% (FDR< = 0.1), a log_2_ fold change greater than 1.5 and less than −1.5 were considered significant. Significance filter for the known miRNAs included an FDR< = 0.1, a minimum up-regulation or down-regulation of 1.5 fold in their expression levels. For the predicted novel miRNAs, the FDR cutoff was changed to 20% or less.

Target gene prediction was performed using the TargetScan (version 6.2) database [32], [33]. This database uses a set of widely accepted primary target prediction criteria including pairing between the 5′ seed of the miRNA to a complementary 3′ UTR site of the mRNA, conservation of the miRNA binding site and free energy calculation based on the miRNA and mRNA UTR interaction. For a more detailed analysis of miRNAs and their target mRNAs, we restricted the analysis to the significant differentially expressed miRNAs and mRNAs. We also used miRTarBase (version 4.3), to identify targets that have been experimentally validated [34]. Targets for the predicted novel miRNAs were identified using psRNATarget, a small RNA target analysis server which is capable of accepting miRNA sequences as input to detect their potential binding sites [35]. This tool uses common target prediction criteria, including reverse complementary matching between miRNAs and target mRNA transcripts.

## Results

### Cardiac Hypertrophy Model

To characterize our *in* *vitro* model of cardiac hypertrophy, we performed several experiments including RT-qPCR on classical cardiac hypertrophy markers, global gene expression comparison with a human myocardial biopsy dataset and gene set enrichment analysis to detect enriched disease phenotypes.

Firstly, we tested the expression levels of several classical cardiac hypertrophy markers including *NPPB, NPPA* and *ACTA1.* As expected in a hypertrophic phenotype, we observed increased expression levels for all these genes after ET-1 stimulation (Figure 1a and Figure 1b). Next, we ran mRNA expression arrays on these cells to analyze their global gene expression profiles associated with a hypertrophic response. The analysis of the mRNA expression arrays comparing ET1-CMs with control-CMs identified 731 out of 54,765 probe sets with significant differential expression (Table S1). These probe sets included many classical hypertrophy markers such as *NPPB, ACTA1* and *FOS* (Figure 2). These results were then evaluated against a publicly available dataset of human myocardial biopsies with and without LVH. The comparison of mRNA expression levels between our dataset and the biopsy dataset using the unsupervised PCA approach detected two dominant principal components (data not shown). Principal component 1 (PC1) represents the global differences between cell culture and biopsy data and principal component 2 (PC2) separates hypertrophic from normal samples in both the hiPSC-CM as well as the myocardial biopsy data (Figure 3). The genes that contribute to PC2 and show differential expression between control-CMs and ET1-CMs, characterize an overlapping hypertrophic response (Table S2). These include genes which are well established hypetrophy markers as well as genes like *MCM6* and *THBS1,* which have not been previously associated with hypertrophy. Finally, gene set analysis on these overlapping genes identified stress, hypertrophy and cardiovascular disease as highly enriched diseases associated with these genes (Table S3).

**Figure 2:**
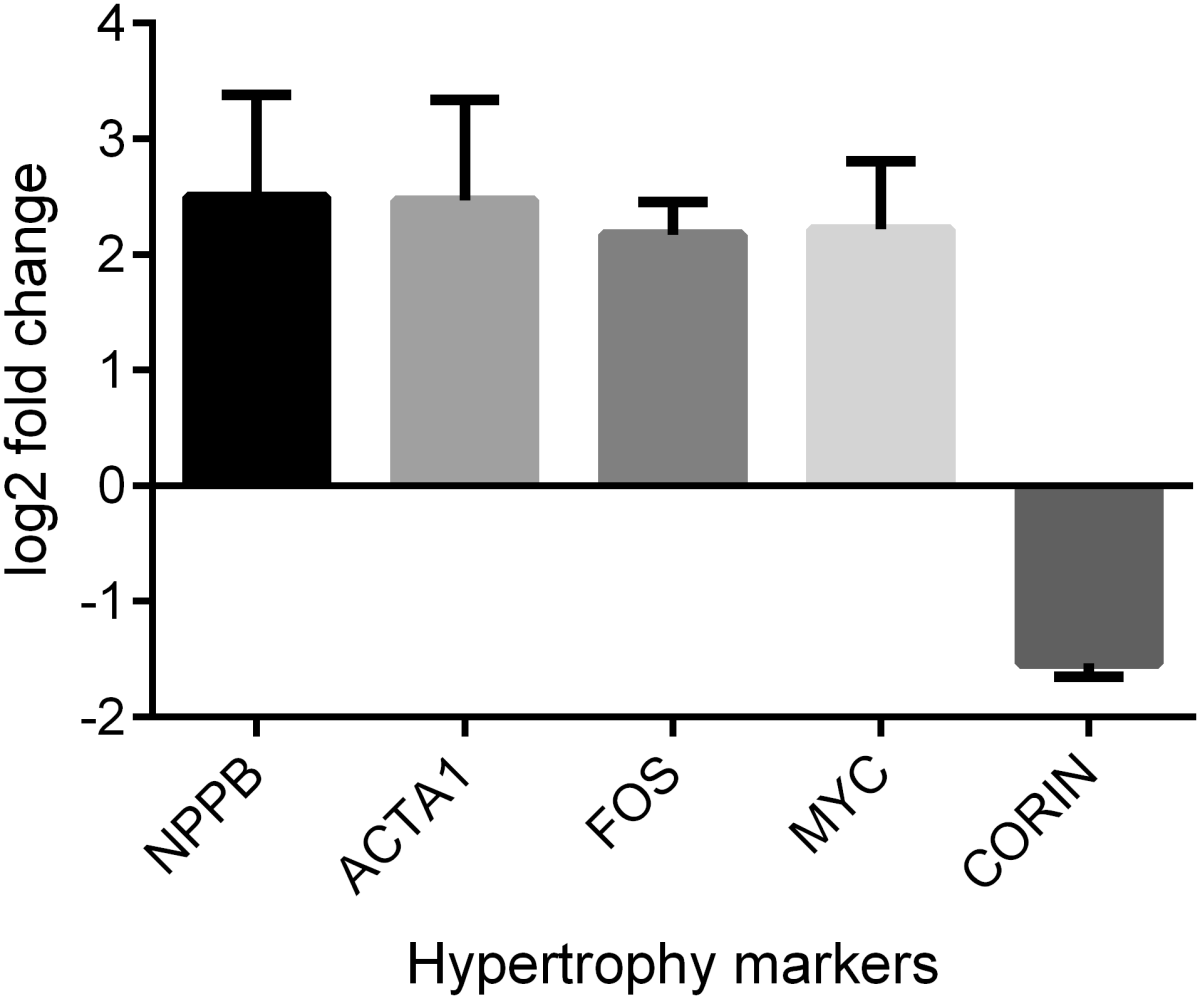
Cardiac hypertrophy marker expression. Bar plot showing the expression levels for some of the canonical hypertrophy markers in ET1-CM when compared with control-CM. The y-axis represents the mean + SD log2 fold change values taken from triplicate control-CM and ET1-CM experiments.

**Figure 3:**
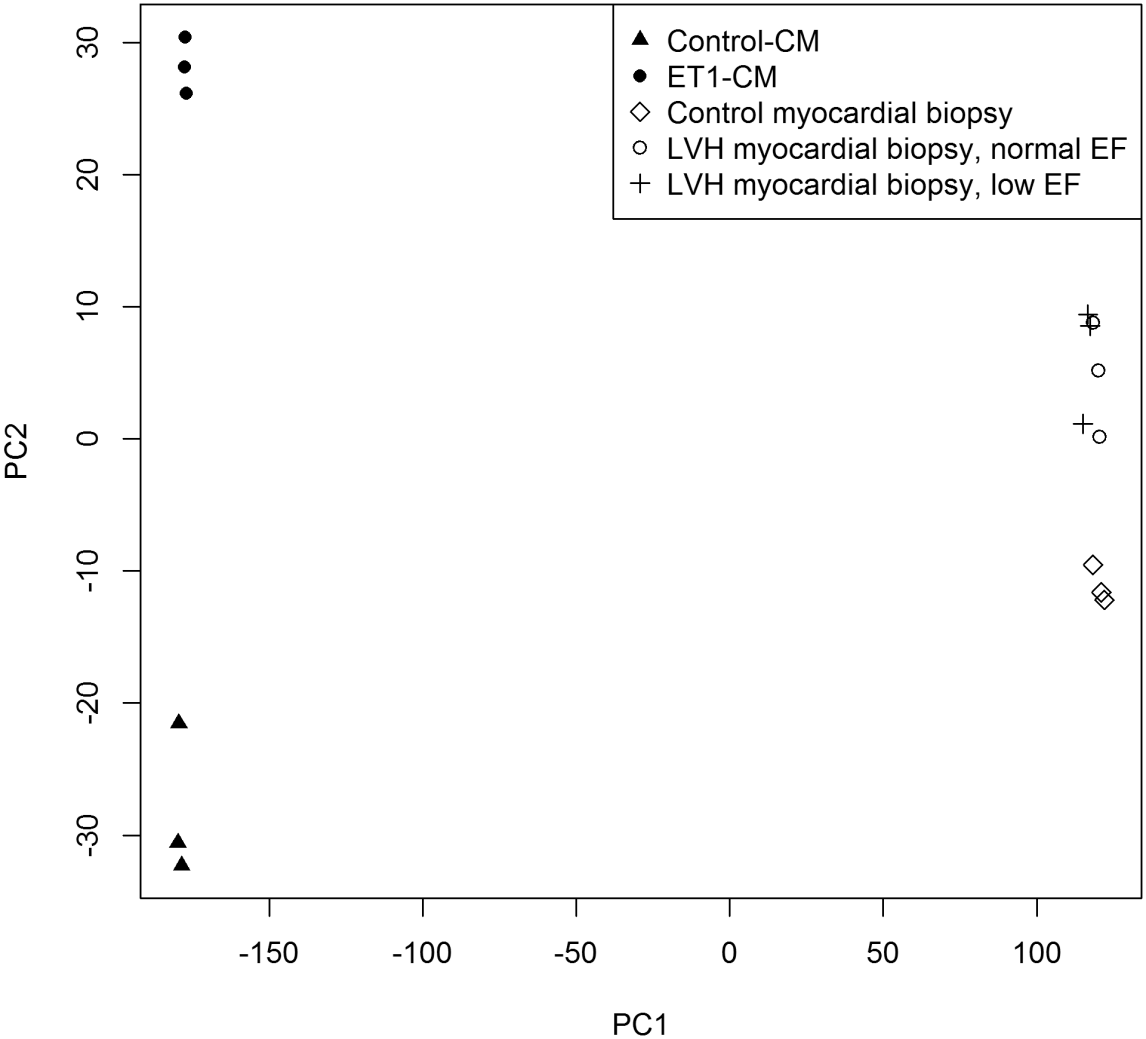
PCA plot comparing *in* *vitro* hiPSC model with *in* *vivo* human myocardial biopsies. Plot of first and second principal components (PC1 and PC2) for microarray expression data comparing ET-1 treated hiPSC-CMs with human myocardial biopsy with and without LVH data.

### miRNA-Seq analysis

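The miRNA-Seq experiment compared unstimulated hiPSC-CMs (control-CM) with hiPSC-CMs that received 10 nM endothelin-1 for 18 h (ET1-CM), with 3 libraries in each group. The hiPSC-CMs were iCell Cardiomyocytes, a commercial line of ventricular-like cells differentiated from human induced pluripotent stem cells, and all came from one batch. Endothelin-1 (ET-1) is a vasoconstrictor peptide that provokes a hypertrophic response in cardiomyocytes. The methods call the control cells unstimulated controls, while one field of the sample records describes them as collected before stimulation and another as unstimulated. The methods say that experiments were performed in triplicate, and the sample records number the libraries of each group as experiments 1, 2 and 3. The pairing of a control-CM with an ET1-CM library is taken from these numbers. Small RNA libraries were made from rRNA-depleted total RNA and sequenced on the Ion Torrent PGM, a semiconductor sequencer that gives single-end reads. The authors mapped the reads with SHRiMP2 to hg19 and to a custom reference, filtered the alignments by matched length and by quality at the 3′ end, and counted reads on each known mature miRNA with HTSeq. The deposited values are these counts per known mature miRNA and library, without normalization, so the filtering and counting steps are already in them. Reads on predicted miRNAs, tRNA and rRNA, which the paper's read totals include, are not part of these counts. Known mature miRNAs held 686560, 956918 and 1164426 counts in control-CM experiments 1, 2 and 3, and 1109891, 679366 and 1063609 counts in the corresponding ET1-CM libraries. The median was 956918 counts in control-CM and 1063609 in ET1-CM, and all values at the miRNA claims use these totals. How reads that matched several miRNAs were counted is not stated in the paper's text, so near-identical family members could share reads.

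The files list 2581 miRNA names, of which 2013 had at least 1 count in any library. Replicate libraries of one group differed by more than sampling noise. A chi-square comparison of their counts gave 2.94 to 6.82 times the value sampling noise would give for pairs of control-CM libraries, and 5.67 to 20.5 times for pairs of ET1-CM libraries. The files of a group are therefore not one set of reads given more than once, and all 3 libraries were counted in n. The comparison cannot tell whether libraries were prepared anew from one RNA. On the log2 scale, the first principal component of the 415 miRNAs with a mean of at least 10 counts per library held 87.4% of the variance. Fold changes were estimated with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 2013 miRNAs, and miRNAs with an FDR of at most 0.1 and a change of at least 1.5-fold were called differentially expressed, as in the paper. The authors used DESeq with the same thresholds. The common biological coefficient of variation was 0.129. In this fit the prior degrees of freedom were infinite, so that every miRNA took its spread from the trend across all miRNAs and not from its own 3 replicates. Adjusted p-values are therefore also given from the same test on the 434 miRNAs that passed edgeR's filterByExpr, where the prior degrees of freedom were 6.57. Abundance is given as counts-per-million (CPM) of the counts on known miRNAs. All errors are SD over n = 3 libraries unless a standard error is named. With 3 libraries against 3, an exact two-sided permutation test of one miRNA cannot go below p = 0.1, and with 3 pairs not below p = 0.25.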

Following reference alignment and read filtering of the miRNA-Seq data, between 863,000 and 1.9 million reads aligned to the custom reference set. Of the total mapped reads, 67% in the control-CMs and 85% in the ET1-CMs represented either known or predicted novel miRNAs. The remaining reads represented ribosomal (control-CMs vs.ET1-CMs: 6% vs. 3%), as well as transfer RNA (control-CMs vs. ET1-CMs: 26% vs.12%).

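Detection was counted as at least 1 count on a known mature miRNA in at least 1 of the 3 libraries of a group, because the paper's text gives no rule for it. By that rule, 1674 known mature miRNAs were detected in control-CM and 1662 in ET1-CM. Single libraries held between 1086 and 1369 miRNAs with a count in control-CM, and between 1097 and 1288 in ET1-CM. The number depended on how many libraries had to show the miRNA. With a count required in at least 2 libraries, 1166 miRNAs were detected in control-CM and 1131 in ET1-CM. With a count required in every library, the numbers were 836 and 769. The rule that moved the numbers most, at least 10 counts summed over the 3 libraries, gave 670 miRNAs in control-CM and 580 in ET1-CM. When each library was reduced at random to 679366 counts, the total of the smallest library, 1568 miRNAs were detected in control-CM and 1557 in ET1-CM in at least 1 library. With each experiment left out in turn, between 1406 and 1571 miRNAs were detected in control-CM and between 1428 and 1538 in ET1-CM. Under the rule of at least 1 library, these ranges were wider than the difference between the groups. With a count required in every library, the reduced libraries gave 759 miRNAs in control-CM and 683 in ET1-CM. Most detected miRNAs were rare, and 1571 of the 2013 miRNAs had a mean under 10 CPM in control-CM and 1619 in ET1-CM.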

We detected 836 known human mature miRNAs in the control-CMs and 769 in the ET1-CMs. 

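The share of each miRNA in the counts on known miRNAs was computed in each library. hsa-miR-1-2, listed as hsa-miR-1-2-m in the files, had 53599 ± 2025 CPM in control-CM and 186661 ± 7389 CPM in ET1-CM, and ranked 3 in control-CM and 1 in ET1-CM. hsa-miR-145-5p had 107560.0 ± 1958 CPM in control-CM and 46626 ± 2296 CPM in ET1-CM, and ranked 1 in control-CM and 3 in ET1-CM. hsa-miR-23a-3p had 5101 ± 269 CPM in control-CM and 7266 ± 357 CPM in ET1-CM, and ranked 37 and 25. Its lowest library had 4802 CPM and its highest 7593 CPM. hsa-miR-21-5p, which ranked 2 in both groups, had 103737 ± 1639 CPM in control-CM and 166314 ± 2535 CPM in ET1-CM. hsa-miR-21-5p, hsa-miR-1-2-m and hsa-miR-145-5p together took 26.5% ± 0.333 of the counts in control-CM and 40.0% ± 0.487 in ET1-CM. The 5 most abundant miRNAs of control-CM also included hsa-miR-103a-3p, with 47902 ± 1418 CPM, and hsa-miR-125b-5p, with 31876 ± 1338 CPM. Those of ET1-CM included hsa-miR-133a-3p, with 46306 ± 1271 CPM, and hsa-miR-143-3p, with 38754 ± 2289.6 CPM. The 10 most abundant miRNAs of each group took 49.3% ± 0.133 of the counts in control-CM and 60.0% ± 0.834 in ET1-CM, and 26 and 18 miRNAs reached 1% of the counts. Because shares of one total depend on each other, the CPM values were also computed after TMM normalization, the only other normalization computed for them. hsa-miR-1-2-m then had 49902 CPM in control-CM and 201818 CPM in ET1-CM, hsa-miR-145-5p had 100003 and 50303 CPM, and hsa-miR-23a-3p had 4726 and 7844 CPM.

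**Figure D1:**
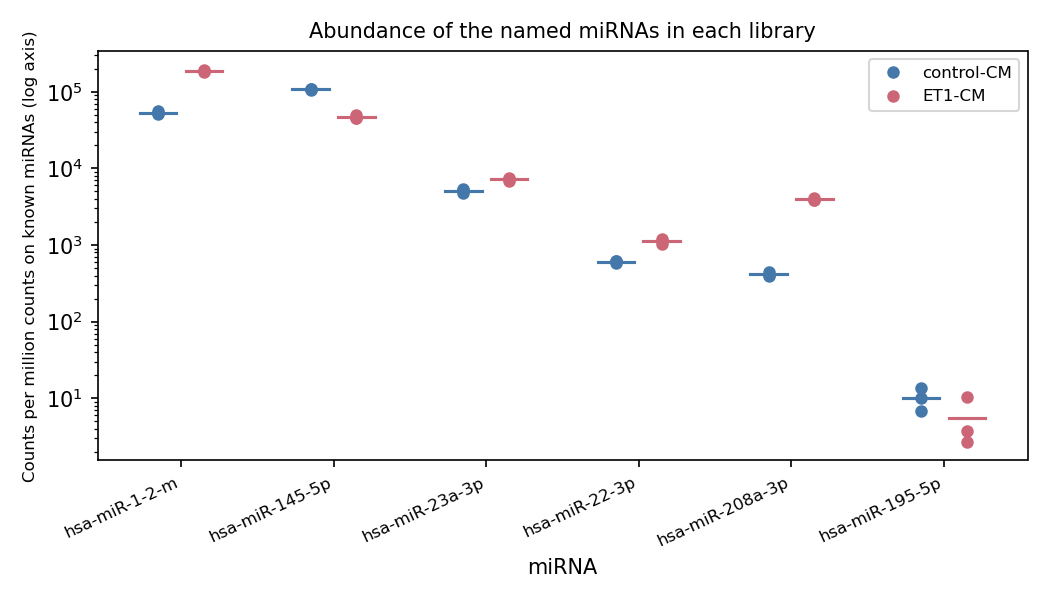
CPM of the counts on known miRNAs (log axis) of the miRNAs that the paper names for their abundance, in the 3 control-CM and the 3 ET1-CM libraries. Each point is a library and each line the mean of a group. hsa-miR-1-2-m and hsa-miR-145-5p sit highest, with group means from 46626 to 186661 CPM, and hsa-miR-195-5p lowest, between 2.70 and 13.6 CPM in single libraries. hsa-miR-195-3p, with no count in control-CM, is not drawn.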

Several mature miRNAs including hsa-miR-1-2, hsa-miR-23a-3p and hsa-miR-145-5p were highly abundant in all sequenced samples. We also observe miRNAs with moderate abundance, hsa-mir-22-3p, hsa-mir-208a-3p in addition to low abundant transcripts like hsa-mir-195. 

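hsa-miR-22-3p had 606 ± 19.3 CPM in control-CM and 1122 ± 78.1 CPM in ET1-CM, and ranked 107 in control-CM and 75 in ET1-CM. hsa-miR-208a-3p had 417 ± 25.9 CPM in control-CM and 3946 ± 192 CPM in ET1-CM, and ranked 121 and 45. The 2 miRNAs were therefore less abundant than hsa-miR-23a-3p in every library. The files list hsa-miR-195 by its arms. hsa-miR-195-5p had 7, 13 and 8 counts in the control-CM libraries and 3, 7 and 4 in the ET1-CM libraries, which is 10.2 ± 3.36 CPM in control-CM and 5.59 ± 4.12 CPM in ET1-CM. Its difference between the groups did not meet the FDR (adjusted p = 0.49 from edgeR's quasi-likelihood test, and 0.36 on the miRNAs passing filterByExpr). The log2 ratios of hsa-miR-195-5p were −1.07, −0.17 and −0.57 in experiments 1, 2 and 3, at few counts. hsa-miR-195-3p had no count in control-CM and 2, 1 and 0 counts in the ET1-CM libraries of experiments 1, 2 and 3. A share below about 3 counts of a library's total can leave no count, and that is 2.58 to 4.37 CPM in the control-CM libraries. A level of hsa-miR-195-3p under that share in control-CM was therefore not excluded. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.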

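Of the 2013 known mature miRNAs with a count, 426 were called differentially expressed between ET1-CM and control-CM at an FDR of at most 0.1 and a change of at least 1.5-fold. In ET1-CM, 181 were up-regulated and 245 down-regulated. The FDR alone was met by 450 miRNAs, and 534 had an unadjusted p under 0.05. Among the called miRNAs, 406 changed in the same direction in all 3 experiments. Of the 415 miRNAs with a mean of at least 10 counts per library, 275 were called, and the remaining 151 called miRNAs had a lower mean. The choice that moved the number most was the filter on low counts, with 221 called (109 up-regulated and 112 down-regulated) among the 323 miRNAs that had at least 10 counts in every library. With DESeq2 in place of edgeR and no independent filtering, 290 were called, of which 151 were up-regulated and 139 down-regulated. With the experiment number as a replicate block in the same edgeR test, 383 miRNAs were called, 163 up-regulated and 220 down-regulated. The pairing is taken from the sample records. Libraries with the same experiment number deviated from their group means with correlations from −0.196 to 0.272 across 415 miRNAs (mean 0.051). Libraries with different numbers give no independent comparison, since deviations from the mean of 3 libraries add up to 0, so whether the numbers pair the libraries remained open. Leaving out one library or one experiment at a time gave between 325 and 395 called miRNAs over 9 fits. The log2 ratios of the 3 experiments correlated with r = 0.911, 0.898 and 0.924 across the 415 miRNAs, which are not independent replicates. For the 343 of these miRNAs whose hairpin was found in the annotation, 233 were called, and 227 after a correction for the GC content of the hairpin that was chosen after seeing the data.

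The 5 largest increases and the 5 largest decreases were taken from the called miRNAs with a mean of at least 50 counts per library and one direction in all 3 experiments. Positions are those of the hairpin on hg19, with GENCODE release 44 as annotation. hsa-miR-450a-5p rose by a log2 fold change of 4.28 (standard error 0.27), from 8.34 ± 4.5 to 134 ± 7.9 CPM. It comes from 2 hairpins, of which MIR450A1 lies at chromosome X, 133674371 to 133674461, minus strand. hsa-miR-499a-5p rose by 4.23 (standard error 0.16), from 65.4 ± 17.0 to 1093 ± 29.7 CPM. MIR499A lies at chromosome 20, 33578179 to 33578300, plus strand, inside the myosin gene MYH7B and overlapping no exon in its 9 transcripts. hsa-miR-21-3p rose by 3.82 (standard error 0.17), and MIR21 lies at chromosome 17, 57918627 to 57918698, plus strand, inside VMP1, where it overlaps an exon of 10 of the 20 transcripts. hsa-miR-208a-3p rose by 3.45 and hsa-miR-208b-5p by 3.17 (standard errors 0.13 and 0.18). Their hairpins lie in introns of MYH6 and MYH7, MIR208A at chromosome 14, 23857799 to 23857881, minus strand, and MIR208B at chromosome 14, 23887196 to 23887272, minus strand. Among the decreases, hsa-miR-203a changed by −4.61 (standard error 0.16), from 1393 ± 85.3 to 48.2 ± 6.23 CPM, and MIR203A lies at chromosome 14, 104583742 to 104583851, plus strand, in no other annotated gene of that strand. hsa-miR-141-3p changed by −3.71 (standard error 0.29), and MIR141 lies at chromosome 12, 7073260 to 7073354, plus strand, in the lncRNA MIR200CHG. hsa-miR-551b-5p changed by −3.33 (MIR551B, chromosome 3, 168269642 to 168269737, plus strand) and hsa-miR-3613-3p by −3.13 (MIR3613, chromosome 13, 50570551 to 50570637, minus strand, inside the lncRNA DLEU2). hsa-miR-421 changed by −3.13 (standard error 0.13), from 6359 ± 137 to 626 ± 32.5 CPM, and MIR421 lies at chromosome X, 73438212 to 73438296, minus strand, in the lncRNA FTX. The largest adjusted p of these 10 miRNAs was 2.39e-36 from edgeR's quasi-likelihood test on all miRNAs, and 1.37e-06 on the 434 miRNAs passing filterByExpr, in both for hsa-miR-141-3p. Each of the 10 also stayed called with the replicate block. For each of them all 3 ET1-CM libraries lay on one side of all 3 control-CM libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The paper states that the differentially expressed miRNAs include both ones associated with cardiac hypertrophy and ones not linked to it before.

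**Figure D2:**
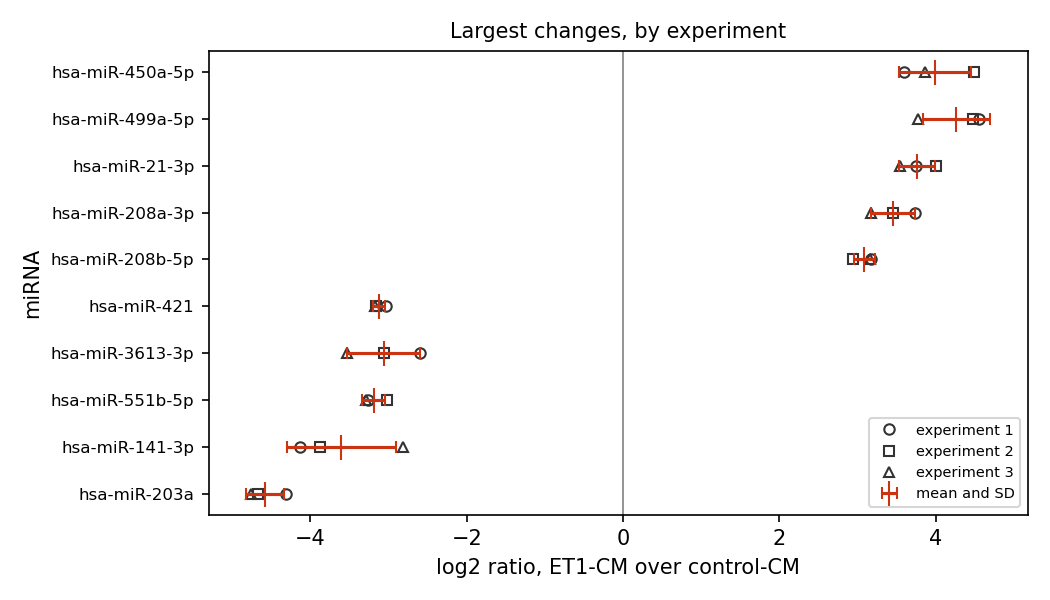
log2 ratio of ET1-CM over control-CM (horizontal axis) for the 5 miRNAs with the largest increase and the 5 with the largest decrease. Open symbols are the 3 experiments, and the bars give their mean and SD. All 3 experiments of each miRNA lie on the same side of 0, from 2.93 upward for the increases and from −2.59 downward for the decreases.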

Expression analysis found 292 known mature human miRNAs to be differentially expressed (Figure 4 and Table S4).

**Figure 4:**
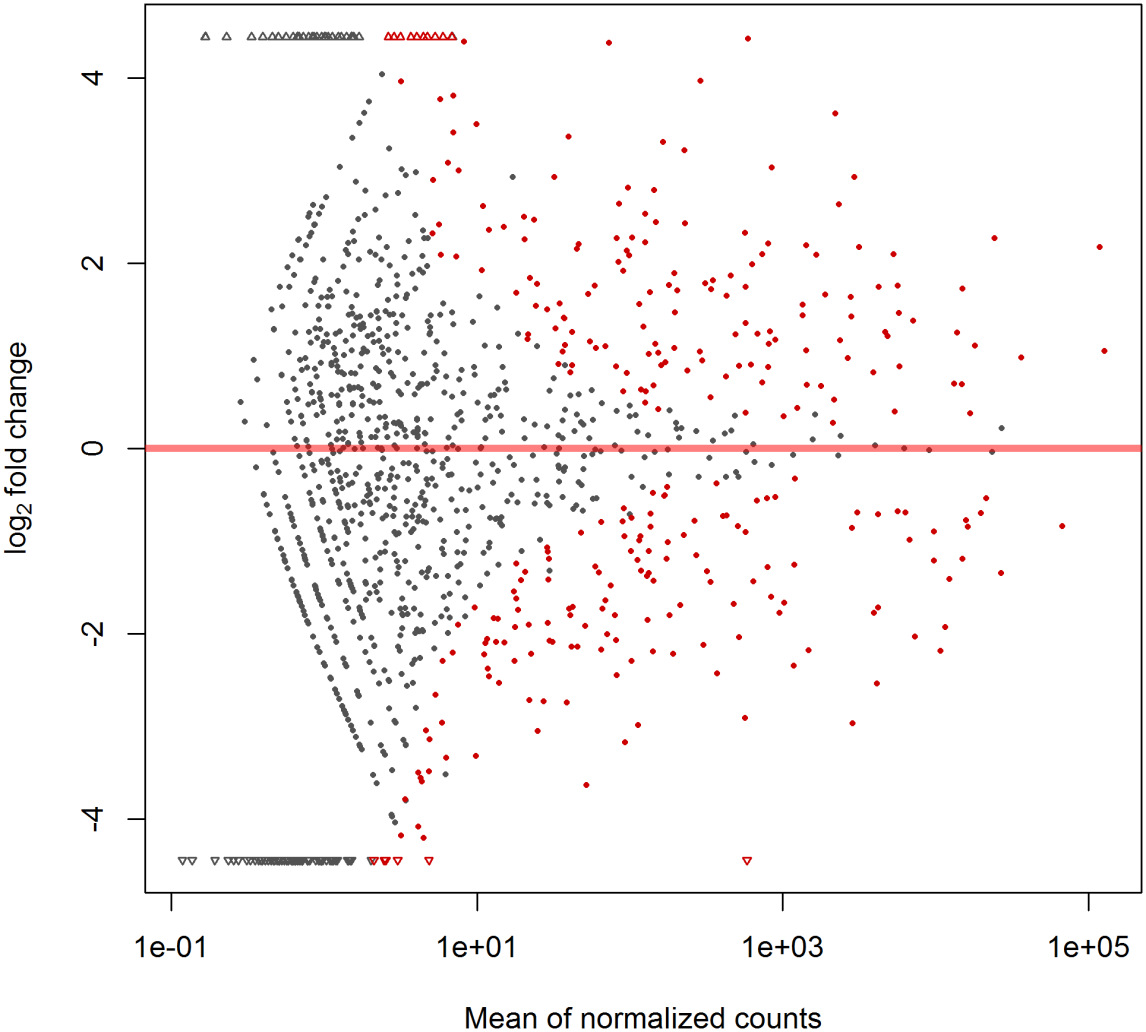
Differentially expressed known human miRNAs. MA-plot showing the differentially expressed known human mature miRNAs between control-CMs and ET1-CMs. The red solid dots represent the significant differentially expressed (FDR< = 0.1 and 1.5 fold change) known human mature miRNAs. See also Table S4.

Based on our miRNA-Seq data, we predicted 506 sequences to be potentially novel, as yet undescribed miRNAs. Of these, 34 predicted mature miRNAs had significant differential expression (Table S5). Providing further evidence for the prediction analysis, several of these novel miRNAs shared a common seed with known miRNAs from other species like mouse, mmu-miR-707 and mmu-mir-21b.

### miRNA RT-qPCR validation

In order to validate the expression profiles of the miRNAs detected, we performed RT-qPCR on a subset of five known human mature and five of our predicted novel miRNAs. 

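The miRNA-Seq side of Figure 5 covers 5 known mature miRNAs, and the RT-qPCR values were not analysed here. The log2 ratio of ET1-CM over control-CM was computed in each of the 3 experiments from TMM-normalized CPM with a prior count of 2. hsa-miR-1-2, listed as hsa-miR-1-2-m, had log2 ratios of 2.25, 2.00 and 1.81 in experiments 1, 2 and 3, with a mean of 2.02 ± 0.22 (SD, n = 3). The mean was 3.46 ± 0.28 for hsa-miR-208a-3p, 0.73 ± 0.07 for hsa-miR-23a-3p, 0.82 ± 0.15 for hsa-miR-133a-3p and 1.20 ± 0.33 for hsa-miR-22-5p. All ratios of these 5 miRNAs were above 0, and the lowest was 0.66, for hsa-miR-23a-3p in experiment 2. With all signs alike in 3 experiments, the exact two-sided sign-flip test gives p = 0.25, the smallest value 3 pairs allow. In edgeR's quasi-likelihood test over all miRNAs, the log2 fold change of hsa-miR-133a-3p was 0.82 (standard error 0.12, adjusted p = 2.88e-11, and 3.31e-09 on the miRNAs passing filterByExpr). It stood at 0.82 with the replicate block. Its abundance was 30487 ± 539 CPM in control-CM and 46306 ± 1271 CPM in ET1-CM. One hairpin of hsa-miR-133a-3p was matched in the annotation, MIR133A2, on hg19 chromosome 20, 61162119 to 61162220, plus strand, inside the lncRNA MIR1-1HG, where it overlaps an exon in 13 of 24 transcripts. hsa-miR-22-5p had a log2 fold change of 1.19 (standard error 0.13, adjusted p = 5.15e-18 from edgeR's quasi-likelihood test, and 1.44e-07 on the miRNAs passing filterByExpr), and 1.20 with the replicate block. Its abundance was 401 ± 45.7 CPM in control-CM and 792 ± 45.1 CPM in ET1-CM.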

As shown in Figure 5 and Figure S1, we observed similar expression profiles from both RT-qPCR and miRNA-Seq for all the selected known and predicted novel miRNAs between control-CM and ET1-CM samples.

**Figure 5:**
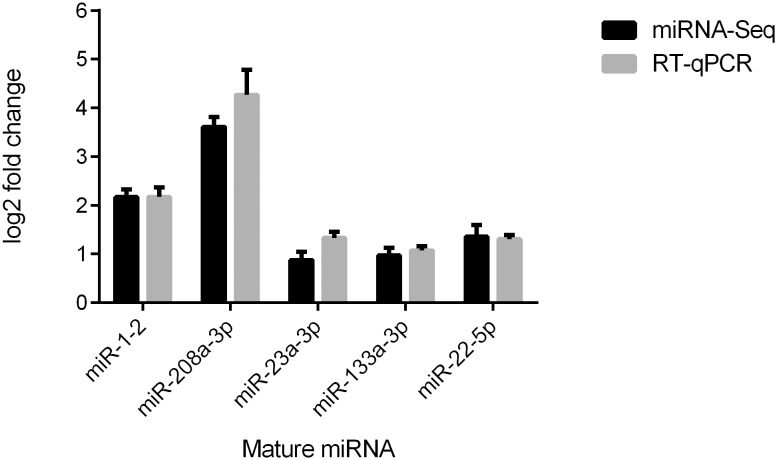
Known mature miRNA validation with RT-qPCR. Comparison of RT-qpCR and miRNA-Seq derived log_2_ fold change for a subset of known human mature miRNAs between control-CMs and ET1-CMs. The mean values taken from triplicate experiments are plotted with standard deviation error bars.

### Identification of putative miRNA gene targets

We used the TargetScan target prediction database to detect the potential miRNA-mRNA target pairs. After filtering target pairs to include only significantly differentially expressed genes and miRNAs, we obtained a total of 1,922 predicted miRNA-mRNA pairs represented by 309 genes and 174 known mature human miRNAs. Based on known functional effects of miRNAs as inhibitors of mRNA, we divided the miRNA-mRNA pairs into two groups: (a) up-regulated mRNA and down-regulated miRNA, and (b) down-regulated mRNA and up-regulated miRNA. 

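The miRNA side of these pairs was set beside the deposited counts, while the mRNA side was not analysed here. The paper kept only miRNAs that were differentially expressed in these same libraries. Their direction and most of their calls were therefore largely fixed in advance and are no independent support for the pairs. Table S6 pairs 85 down-regulated miRNAs with 157 genes in 715 pairs, and all 85 miRNAs were called down-regulated by edgeR's quasi-likelihood test at an FDR of at most 0.1 and 1.5-fold. Their log2 fold changes ranged from −4.30 to −0.84, with a median of −1.85, and 7 of them had a mean under 10 counts per library. Table S7 pairs 89 up-regulated miRNAs with 152 genes in 1207 pairs. All 89 had a positive log2 fold change, from 0.45 to 4.23 with a median of 1.49, and 81 were called. The other 8 met the FDR but not the 1.5-fold minimum after TMM normalization. The pairs whose miRNA was called numbered 1079 of the 1207. Together, 166 of the 174 miRNAs of the 2 tables were called, and the same number was called with the experiment number as a replicate block. With each experiment left out in turn, between 162 and 170 were called. Across the other tests and normalizations tried, the number was lowest, at 157, with scaling by total counts. It was highest, at 174, with edgeR's exact test, which was run with RLE normalization in place of TMM.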

We identified 157 significantly up-regulated mRNAs predicted to be primary targets of the observed significantly down-regulated known mature human miRNAs (Table S6) and 152 down-regulated genes that are predicted primary targets of the up-regulated miRNAs (Table S7).

Subsequently, we also used miRTarBase to detect the experimentally validated miRNA-mRNA target pairs. After filtering these pairs to only include targets with significant differential expression of the miRNAs and mRNAs, we identified 320 target pairs which represent a combination of 204 genes and 54 known mature human miRNAs. 

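The miRNAs of Tables S8 and S9 were also selected for their change in these same libraries, so calls of them here are no independent support. Table S8 holds 105 pairs of 20 miRNAs and 68 genes. All 20 miRNAs had a negative log2 fold change in the deposited counts and were called down-regulated by edgeR's quasi-likelihood test. Their log2 fold changes ranged from −3.88 to −0.86, with a median of −1.53, and 1 of the 20 had a mean under 10 counts per library. The mRNA changes of the pairs were measured on arrays, which were not analysed here.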

Selecting pairs based on an inverse relationship between miRNA and gene expression levels, we identified a total of 105 miRNA-mRNA pairs that show an increase in mRNA expression with a reduced expression of miRNAs upon ET-1 stimulation (Table S8). In addition, 215 target pairs showed a reduced mRNA expression while their respective miRNAs increased (Table S9). These include pairs that have already been established to regulate cardiac hypertrophy in other models and several pairs where either the miRNA or its corresponding target has not yet been implicated in hypertrophy. 

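Table S9 holds 215 pairs of 34 miRNAs and 136 genes. All 34 miRNAs had a positive log2 fold change in the deposited counts, from 0.52 to 3.02 with a median of 1.33, and none had a mean under 10 counts per library. By edgeR's quasi-likelihood test 31 were called up-regulated, and these 31 miRNAs hold 196 of the 215 pairs. The other 3 met the FDR but not the 1.5-fold minimum. Over the miRNAs of Tables S8 and S9 together, 51 of 54 were called, and also 51 with the replicate block. With each experiment left out in turn, between 50 and 54 were called, and 48 with scaling by total counts.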

Target prediction analysis on the novel miRNAs found potential targets for nine of the predicted novel miRNAs (Table 1).

**Table 1:** Predicted novel miRNAs and their mRNA targets.

Novel miRNA ID	log_2_ Fold Change	False Discovery Rate (FDR)	Mature Sequence	Predicted Targets
chr5_21180	3.03	0.1043	uucuggaacauugggcucagu	GPM6B
				SLC9A7
				RALGPS1
				RD3
				RASGRF2
chr16_25512	Repressed in ET-1	0.1170	uguccacccucccccacuccaga	SLC4A1
				C1orf189
				CXXC4
				LAX1
				ATP8B2
chr13_36699	−1.93	0.1438	ucuucucagaggggcaccccacugu	CBX5
				CCDC129
chr2_7281	Repressed in ET-1	0.1438	ugggccucgcgcugaucagcag	CCDC74A
				CCDC74B
chr11_21008	Repressed in ET-1	0.1518	gcaggaagagacgcagcagcuugu	KIAA1671
				RIC3
				ZNF446
				TLCD2
				CBLN3
				FGF14
chr1_4434	−2.61	0.1518	gaacaacccuauccucuuccaga	ZNF619
				GOLGA5
chr5_23024	3.72	0.1543	cugccaucuggugccagccuuu	MEF2C
				WIZ
				LOC100506422
				ELP6
chr22_43617	−1.93	0.1543	ucccacugcuucacuugacuagc	CDK6
				RAB37
				SLC7A1
				KIAA0408
				SOGA3
chr13_35963	3.93	0.1625	uaugugccuaguggcugcugucu	LHCGR
				TPGS2

List of predicted novel miRNAs with significant differential expression and their predicted mRNA targets. The miRNAs with “Repressed in ET-1” log_2_ fold change have a normalized read count of zero in ET1-CMs. See also Table S2.

## Discussion

Recent developments in stem cell technology, particularly iPSCs, offer the opportunity to directly study human cardiomyocytes in healthy and disease states [9]. Prior studies conducted in animal models have investigated the role of miRNAs in the development of LVH and cardiac hypertrophy [36]–[42]. Growing evidence of transcriptional changes and regulation differences between various animal and human disease models highlight the need for comparative studies in human cardiac tissue [43], [44]. In this study, we recapitulate a specific aspect of the cardiac hypertrophy phenotype in hiPSC-CMs by stimulating them with ET-1, a potent vasoconstrictor and a well established modulator of cardiac hypertrophy in humans [45], [46]. Our analysis of hiPSC-CMs elucidates RNA expression and regulation in a human derived cell line which when combined with myocardial biopsy data may provide a more comprehensive picture of cardiac hypertrophy in humans. In this study, we induce cardiomyocyte hypertrophy using ET-1. The observed expression changes are specific to this inducer of hypertrophy. Further studies will be required to test the impact of other well-established pro-hypertrophic agents.

When using an *in* *vitro* system for disease modeling in humans it is critical to characterize and validate it to confirm it’s efficiency. To achieve this for our cardiac hypertrophy model, we first performed RT-qPCR on several classical hypertrophy markers to detect any changes in their expression levels between the control-CMs and ET1-CMs. We observed significant expression changes for several of the studied markers. However, just looking at specific genes may not be sufficient to validate a disease model. Thus, we ran mRNA expression arrays on these cells to study their global gene expression profiles. Evaluating these gene expression levels against human tissue samples, such as patient cardiac biopsy strengthens the confidence in a disease model. However, with the limited availability of tissue samples it can be challenging to perform such a validation. In this study, to alleviate this limitation we compared our mRNA expression dataset with a publicly available human myocardial left ventricular biopsy dataset that includes samples with and without LVH. To perform this analysis we used a principal component analysis approach. This is a unique methodology to compare these datasets as it is an unsupervised methodology and thus allows us to describe group expression changes driven only by the strength of their similarity and correlation. Principal component 1 clustered the correlated transcripts and separated the two experimental systems, hiPSC-CMs and myocardial biopsy. This separation was expected and represents the complexity of other endogenous factors, including the cardiac extracellular matrix, fibroblasts and other vascular tissues in the biopsy data. Once these system differences were accounted for, variance was driven by the differences in phenotype (hypertrophy vs. control). Interestingly, the most highly loaded gene on PC2 was the canonical hypertrophy marker *NPPB*. B-type natriuretic peptide (BNP) is a cardiac hormone produced by the ventricles during cardiac differentiation. It is re-expressed in response to increased cardiac stress leading to natriuresis, vasodilation and inhibition of the renin-angiotensin system. Re-expression of *NPPB*/BNP and its secretion into plasma has become an important clinical biomarker for diagnosis and treatment of heart failure and LVH [47]–[49]. We identified the genes that were loaded in PC2 and also show significant differential expression in our model.

A gene set enrichment analysis was then performed on the overlapping genes to identify the major disease phenotypes associated with these genes. From this analysis, we detected stress, cardiovascular disease and hypertrophy to be some of the significantly enriched diseases. These results provide strong evidence that the observed *in* *vitro* changes induced by ET-1 recapture a specific subset of expression changes observed *in* *vivo* in humans with LVH. This approach of comparing the relevant phenotype in the originating disease tissue and the hypertrophic hiPSC-CM provides a novel methodology for validation of disease models.

There has been increasing evidence on the role played by miRNAs in the regulation of cardiovascular development and disease mechanisms. A cardiac hypertrophy model based on iPSC-derived cardiomyocytes provides a unique system to study miRNA expression changes associated with the disease phenotype. To interrogate the hypertrophy driven miRNA expression differences in our hiPSC-CMs, we performed miRNA-Seq and expression analysis. We detected more than 250 known human mature miRNAs with significant differential expression between ET1-CMs and control-CMs. These include known miRNAs both associated with and those not previously linked to cardiac hypertrophy.

Of the previously established hypertrophy miRNAs, we found hsa-miR-23a-3p, hsa-miR-22-3p and hsa-miR-208a-3p to have significant differential expression. 

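hsa-miR-208a-3p had a log2 fold change of 3.45 (standard error 0.13, adjusted p = 2.11e-138 from edgeR's quasi-likelihood test, and 1.63e-11 on the miRNAs passing filterByExpr). Its log2 ratios in the 3 experiments were 3.74, 3.46 and 3.17, and the log2 fold change stayed between 3.31 and 3.61 when libraries or experiments were left out in turn. Its abundance was 417 ± 25.9 CPM in control-CM and 3946 ± 192 CPM in ET1-CM. The hairpin MIR208A lies on hg19 chromosome 14, 23857799 to 23857881, minus strand, inside MYH6, which encodes the alpha myosin heavy chain, and overlaps an exon in none of its 3 transcripts. hsa-miR-22-3p had a log2 fold change of 1.11 (standard error 0.13, adjusted p = 1.20e-16 from edgeR's quasi-likelihood test, and 8.11e-08 on the miRNAs passing filterByExpr). Its log2 ratios were 1.34, 1.02 and 0.95, and its abundance was 606 ± 19.3 CPM in control-CM and 1122 ± 78.1 CPM in ET1-CM. hsa-miR-23a-3p had a log2 fold change of 0.73 (standard error 0.12, adjusted p = 6.00e-09 from edgeR's quasi-likelihood test, and 1.15e-07 on the miRNAs passing filterByExpr), with log2 ratios of 0.80, 0.66 and 0.74. MIR23A lies on hg19 chromosome 19, 13947401 to 13947473, minus strand, in the exon of the only annotated transcript of the lncRNA MIR23AHG. The change of hsa-miR-23a-3p was the smallest of the 3 and close to the 1.5-fold minimum. Scaled by total counts in place of TMM, its log2 fold change was 0.51, which is below that minimum, while its adjusted p was still under the threshold. With the replicate block the log2 fold changes were 3.46, 1.10 and 0.73 for hsa-miR-208a-3p, hsa-miR-22-3p and hsa-miR-23a-3p. All 3 ET1-CM libraries exceeded all 3 control-CM libraries for each of these miRNAs (exact two-sided permutation test, p = 0.1, the smallest possible). After a correction for the GC content of the hairpin, chosen after seeing the data, hsa-miR-208a-3p stood at 3.15 and hsa-miR-23a-3p at 0.60, and hsa-miR-22-3p could not be corrected because its hairpin was not matched in the annotation.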

All these miRNAs were up-regulated in ET1-CMs, which is consistent with several studies focused on these markers in different animal models of cardiac hypertrophy [36], [38], [41], [42]. Interestingly, we detected hsa-miR-1-2 to be significantly up-regulated in this study. However, it’s expression has been shown to be attenuated in cardiac hypertrophy in rat models [39], [40]. This observation highlights the dynamic role of miRNA expression in the pathogenesis of disease under different experiemental conditions.

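The files hold hsa-miR-1-2 under the names hsa-miR-1-2-m and hsa-miR-1-2-nm, whose endings the paper's text does not explain. The mean counts that Table S4 gives for hsa-miR-1-2 equal those of hsa-miR-1-2-m after division by median-of-ratios size factors. hsa-miR-1-2-m had a log2 fold change of 2.02 (standard error 0.12, adjusted p = 8.01e-59 from edgeR's quasi-likelihood test, and 1.63e-11 on the miRNAs passing filterByExpr). It had 36732, 49401 and 64825 counts in control-CM and 216074, 122372 and 196956 counts in ET1-CM, or 53599 ± 2025 CPM in control-CM and 186661 ± 7389 CPM in ET1-CM. Its log2 ratios in the 3 experiments were 2.25, 2.00 and 1.81, and the log2 fold change stayed between 1.90 and 2.17 when libraries or experiments were left out in turn. With the replicate block it was 2.02. hsa-miR-1-2-nm had far fewer counts, 138 ± 2.27 CPM in control-CM and 38.0 ± 1.47 CPM in ET1-CM, and a log2 fold change of −1.63 (standard error 0.20, adjusted p = 1.47e-14 from edgeR's quasi-likelihood test, and 1.15e-06 on the miRNAs passing filterByExpr). It fell in all 3 experiments, by log2 ratios of −1.34, −1.66 and −1.77. A related name in the files, hsa-miR-1-1-m, rose as well, with a log2 fold change of 2.51, and held between 0.679% and 3.28% of the counts on hsa-miR-1-1-m and hsa-miR-1-2-m together. How reads matching both names were divided is not stated in the paper's text, so the split between them is uncertain. The paper sets the increase of hsa-miR-1-2 in ET1-CM beside its attenuation in rat models of hypertrophy. It takes this to highlight that miRNA expression has a dynamic role in disease when experimental conditions differ.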

MicroRNA regulation of hypertophy may be caused by direct (primary) or indirect (secondary or tertiary) targeting of genes. To investigate these mechanisms of gene regulation, we combine our miRNA and mRNA expression data to detect potential miRNA-mRNA target pairs. These pairs include primary target genes that encode a wide variety of functional proteins. These include *MYC* and *FOS* which have been shown to play a key role in cell proliferation and transformation and are also involved in the regulation of cardiac hypertrophy [50], [51]. In addition, genes like *MAP3K9* and *MAP2K6* that are essential components of the mitogen-activated protein kinase signal transduction pathways have been linked to heart failure and cardiac hypetrophy are also detected [52]. 

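The miRNAs of the target tables were selected for their change in these same libraries, so calls of them here are no independent support. MYC is paired with 2 down-regulated miRNAs, both in Table S8. Their log2 fold changes in the deposited counts were −2.34 and −0.99, the latter for hsa-miR-145-5p (standard error 0.12, adjusted p = 7.71e-16 from edgeR's quasi-likelihood test, and 3.61e-10 on the miRNAs passing filterByExpr). hsa-miR-145-5p had log2 ratios of −0.87, −0.90 and −1.19 in the 3 experiments, and −0.99 with the replicate block. FOS is paired with 4 down-regulated miRNAs of Tables S6 and S8, with log2 fold changes from −3.88 to −1.84, and all 4 were called down-regulated. The value of −3.88, for hsa-miR-215-5p, rests on few reads, with means of 7.67 counts in control-CM and 0.333 in ET1-CM (standard error 1.06). That miRNA did not pass filterByExpr.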

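MAP3K9 is paired with 5 down-regulated miRNAs in Table S6. Their log2 fold changes in the deposited counts lay between −1.09 and −0.84, and all 5 were called by edgeR's quasi-likelihood test. MAP2K6 is paired with 5 up-regulated miRNAs in Table S7, with log2 fold changes between 0.52 and 2.61, of which 4 were called and the lowest was below the 1.5-fold minimum.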

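TGFB2 is paired with 11 down-regulated miRNAs in Tables S6 and S8, and all 11 were called down-regulated by edgeR's quasi-likelihood test, with log2 fold changes from −3.71 to −0.84. They include hsa-miR-141-3p, the lowest of the 11, and hsa-miR-145-5p, at −0.99. TGFBR3 is paired with 21 up-regulated miRNAs. All 21 had positive log2 fold changes, from 0.52 to 3.17, and 18 were called. They include hsa-miR-1-2-m, at 2.02. The expression of the target genes was measured on arrays, which were not analysed here.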

Other significant predicted targets include transforming growth factors like *TGFB2* and transforming growth factor beta receptor, *TGFBR3*. The three different isoforms of TGF-beta have been shown to play a significant role in myocardial infarction and in the regulation of hypertrophic cardiac remodeling [53].

One major advantage of a miRNA sequencing approach lies in the ability to identify potential miRNAs that remain undetected and thus undescribed using other approaches. This is of particular importance since the annotation of human miRNAs is still limited. We predict several novel miRNAs from the sequencing data based on differential expression. Most of these predicted miRNAs had the characteristic miRNA stem loop structure and some also share a common seed with known mouse miRNAs, indicating possible sequence conservation across species.

Several of the predicted gene targets of our novel miRNAs were involved in the regulation of cardiac disease and hypertrophy. These targets include: *MEF2C*, a gene known to play a critical role in cardiovascular development and cardiac hypertrophy; *CDK6*, a member of the cyclin D signaling pathway the inhibition of which impairs cardiac hypertrophy in both *in* *vitro* and *in* *vivo*; and *TLCD2,* a gene identified in GWAS analysis as a strong candidate associated with LV mass [54]–[56]. Further investigation needs to be performed on these novel miRNAs to elucidate their potential role in the regulation of cardiac hypertrophy.

To summarize, left ventricular hypertrophy remains a major risk factor for cardiovascular disease. Due to the limitations in the availability of cardiac tissue and the documented differences between human and animal models, hiPSC-CMs provide a viable alternative to study cardiac disease in humans. However, the use of iPSC derived cells is significantly governed by the disease of interest. For example, in case of a complex phenotype like cardiac hypertrophy, besides mimicing the genetic aspect, it is imperative to regulate the extrinsic, non-genetic component of the disease process. Using a cardiac hypertrophy stimulant like ET-1 instead of patient specific cell lines gives us the opportunity to establish an unbiased model to focus on identifying the underlying molecular pathways that help regulate the disease mechanism. Once established, we can use this model to perform future studies to focus on patient specific regulation of the disease process. With current treatment options limited, miRNAs provide a new class of potential therapeutic targets. In this study, we provide the first comprehensive RNA expression dataset for a hiPSC-derived cardiomyocyte model of cardiac hypertrophy. While our method of recapitulating the disease phenotype using ET-1 captures only a subset of the complex cardiac hypertrophy disease mechanism, it provides significant insights into hypertrophic regulatory pathways. Utilizing hiPSC-CMs and comparing our expression results to both animal models and human biopsies allows us to take the next step in identifing novel miRNAs and gene targets that may play a role in human disease.

## Supporting Information

Figure S1 **Predicted novel miRNA expression validation with RT-qPCR.** Bar plot with expression levels obtained from RT-qPCR on a subset of the differentially expressed predicted novel miRNAs. The values are mean log2 fold change from triplicate ET1-CM and control-CM experiments with standard deviation error bars.
(TIF) Click here for additional data file.

Table S1 **Differentially expressed mRNA.** This list includes mRNA probe sets with significant differential expression between the control-CM and ET1-CM libraries.
(XLSX) Click here for additional data file.

Table S2 **Differentially expressed genes contributing to principal component 2 when comparing** ***in*** ***vitro*** **hiPSC-CMs with** ***in*** ***vivo*** **human myocardial biopsies.**
(XLSX) Click here for additional data file.

Table S3 **Disease enrichment analysis on differentially expressed genes that overlap with the myocardial biopsy data.** The analysis used the whole genome for enrichment with a Benjamini-Hochberg corrected significance level of 0.001 or less and a minimum 10 genes in each disease.
(XLSX) Click here for additional data file.

Table S4 **Differentially expressed known human mature miRNAs.** The list of the known mature miRNAs observed to have significant differential expression between control-CMs and ET1-CMs. Related to Figure 4.
(XLSX) Click here for additional data file.

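Table S4 lists, for each of 292 miRNAs, the mean normalized count in control-CM and in ET1-CM, the fold change, its log2, the p-value and the adjusted p-value. For all 292 miRNAs the 2 means equal, to within the rounding of the table, the deposited counts divided by median-of-ratios size factors and averaged over the 3 libraries of a group. The ratio of adjusted to unadjusted p in the table implies 2013 tests, which is the number of known mature miRNAs with at least 1 count in any library. The table holds 151 up-regulated and 141 down-regulated miRNAs. For 6 and 4 of them it gives no number but states that they were induced or repressed, since the counts of one group were 0. Of the 292 miRNAs, all had the same direction in edgeR's quasi-likelihood test with TMM normalization, and 283 were called. The number was also 283 with the replicate block, and between 275 and 284 with each experiment left out in turn. The 9 that were not called met the FDR but stayed below 1.5-fold. Across the 282 miRNAs with a number in the table, the log2 fold changes correlated with r = 0.999 (Spearman rho 1.00) and differed by a median of −0.156. Another 143 miRNAs were called here and are not in the table. Of these, 107 had a mean under 10 counts per library, 39 were up-regulated and 104 down-regulated.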

Table S5 **Differentially expressed predicted novel miRNAs.** This is the list of the predicted miRNAs with significant differential expression between control-CMs and ET1-CMs. The miRNAs with “Repressed in ET-1” log2 fold change have zero normalized read counts in ET1-CMs.
(XLSX) Click here for additional data file.

Table S6 **Computationally predicted up-regulated mRNA targets of down-regulated miRNAs.** These miRNA-mRNA target pairs were detected using the TargetScan database. This list includes known human mature miRNAs that had reduced expression after ET-1 stimulation with their up-regulated mRNA targets.
(XLSX) Click here for additional data file.

Table S7 **Computationally predicted down-regulated targets of up-regulated miRNAs.** This is a list of predicted miRNA-mRNA target pairs as detected by the TargetScan database. Up-regulated miRNAs with down-regulated predicted targets are included in this list.
(XLSX) Click here for additional data file.

Table S8 **Experimentally validated up-regulated mRNA targets of down-regulated miRNAs.** These miRNA-mRNA target pairs were identified using the miRTarBase database of experimentally validated miRNA targets. This list includes known human mature miRNAs that had reduced expression after ET-1 stimulation and their mRNA targets were observed to be up-regulated in this study.
(XLSX) Click here for additional data file.

Table S9 **Experimentally validated down-regulated mRNA targets of up-regulated miRNAs.** These miRNA-mRNA target pairs were identified using the miRTarBase database of experimentally validated miRNA targets. miRNAs that were up-regulated after ET-1 stimulation and their down-regulated targets are included in this list.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

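Small RNA from hiPSC-CMs was sequenced in 6 libraries, 3 of unstimulated cells (control-CM) and 3 of cells stimulated with 10 nM ET-1 for 18 h (ET1-CM), numbered as 3 experiments. The mapping of libraries to groups and experiments was taken from the sample records and the methods. The authors mapped the single-end Ion Torrent reads with SHRiMP2 to hg19 and a custom reference of miRBase hairpins, tRNA, rRNA, adapter and predicted miRNA hairpins, removed short and low-quality alignments, and counted the reads on known mature miRNAs with HTSeq. The deposited files give these raw counts per known mature miRNA, one file per library, without normalization and without pooling of replicates. Whether and how reads that match several miRNAs were counted is not stated in the paper's text, and this affects near-identical family members. The library preparation and amplification can favour fragments by sequence, and such a bias would enter the counts before any step described here.

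The total on known miRNAs was 686560 to 1164426 counts in control-CM (median 956918) and 679366 to 1109891 in ET1-CM (median 1063609). Of 2581 names, 2013 had at least 1 count and were tested. At these totals, 3 counts correspond to 2.58 to 4.42 CPM, which was taken as the smallest share a library can show. Reads without molecular identifiers are not independent molecules, so counting error is a lower bound of the error. Only 415 miRNAs had a mean of at least 10 counts per library, and fold changes of the others rest on few reads.

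Everything after the counts was computed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Differential expression was tested with edgeR's quasi-likelihood test on the counts as deposited, with TMM normalization, without a replicate block, over all miRNAs with at least 1 count, and with Benjamini-Hochberg adjustment. miRNAs with an FDR of at most 0.1 and a change of at least 1.5-fold were called, which are the paper's thresholds. The authors used DESeq, which was not used here. Per-experiment log2 ratios used TMM-normalized CPM with a prior count of 2 and an exact sign-flip test. Single miRNAs were also compared with an exact two-sided permutation test of 3 libraries against 3. Abundance was the share of a library's counts on known miRNAs. Detection was at least 1 count in at least 1 library of a group. The test was tried on simulated counts drawn from the means and totals of the real libraries. In them, 185 miRNAs that kept a count were changed by 3-fold, and the negative binomial spread was set by hand. That spread was the same for every miRNA, so the simulation cannot show false calls among miRNAs with a large spread between replicates. Of the changed miRNAs with a mean of at least 10 counts, 97.0% were recovered, and 4.44% of the calls were false. DESeq2 on the same simulated counts recovered 78.8% of them, and 15.1% of all changed miRNAs, with no false call. Over all changed miRNAs, most of which had few counts, the quasi-likelihood test recovered 23.2%. The prior degrees of freedom of the quasi-likelihood fit on the real counts were infinite, which means that single miRNAs with a large spread between replicates can receive small adjusted p-values. They were 6.57 over the 434 miRNAs passing filterByExpr and 14.0 over the 323 with at least 10 counts in every library.

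The miRNAs named in the text follow a rule set before the data were examined, except that its part on unreported signals was narrowed after its output was seen. They are the miRNAs the paper names in its text or Figure 5, the 5 largest increases and the 5 largest decreases among called miRNAs with a mean of at least 50 counts and one direction in all 3 experiments, the 5 most abundant miRNAs of each group, and any miRNA singled out in the closing section by the rules on unreported signals. Hairpin positions come from GENCODE release 44 lifted to GRCh37 (hg19). A hairpin was matched for 70.5% of the tested miRNAs and for 82.7% of those with a mean of at least 10 counts. Matches of hairpins to other small RNAs were made with BLAST+ 2.17.0 on sequences extracted with samtools 1.23.1.

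Alternatives covered the normalization (RLE, total counts, upper quartile, TMM without the 10 most abundant miRNAs), the test (DESeq2 with and without its filters, edgeR's exact test), the filter on low counts, the thresholds, the replicate block, the prior count, the detection rule, equal depth, and leaving out each library and each experiment. The exact test was run with RLE normalization throughout. The mRNA arrays, the RT-qPCR values, the predicted miRNAs and the reads on tRNA and rRNA were not analysed here.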

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

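The explanations examined in the following paragraph were chosen only after the result was seen. The GC correction and the robust estimation were also added then, while the other fits were set before the data were examined.

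hsa-miR-1-1-m is a name in the files that the paper does not report on. It was higher in ET1-CM and was called in each fit set before the data were examined, with a log2 fold change of 2.51. It had 413, 1399 and 443 counts in the control-CM libraries of experiments 1, 2 and 3 and 2020, 4144 and 4304 in the ET1-CM libraries, which is 815 ± 571 CPM and 3989 ± 2140 CPM (SD, n = 3 each). The log2 ratio was above 0 in 3 of 3 experiments, at 1.98, 2.26 and 3.48. The exact two-sided permutation test of 3 libraries against 3 gives p = 0.1, the smallest it can give. With libraries or experiments left out in turn, the log2 fold change lay between 2.17 and 3.23. The hairpin MIR1-1 lies on hg19 chromosome 20, 61151510 to 61151586, plus strand, inside the lncRNA MIR1-1HG, and overlaps an exon in none of its 24 transcripts. Normalization was tested first, and the lowest log2 fold change under the 4 other normalizations was 2.29. After the GC correction it was 1.99 and still called. Neither removed the increase. Reads shared with hsa-miR-1-2-m are a candidate explanation that could not be settled. hsa-miR-1-1-m held at most 3.28% of the counts on the pair and at least 0.679%, and the paper's text does not say how reads matching both names were counted. The share was 2.75% in control-CM experiment 2 and 3.28% and 2.14% in ET1-CM experiments 2 and 3. It was 1.11% and 0.679% in control-CM experiments 1 and 3 and 0.926% in ET1-CM experiment 1. Both sets of libraries were chosen from the values. Within neither did every ET1-CM share exceed every control-CM share. A share that varies this much between libraries does not show a constant division of reads, and it does not exclude one that varies. The spread between replicates was tested last. With robust estimation of the prior, an alternative added after seeing the data, the adjusted p rose to 0.123, above the threshold. Robust estimation lets a miRNA with an unusual spread keep more of it. The spread here was 21.3 times what the common dispersion gives. Other fits that leave a miRNA part of its own spread still called it. The adjusted p was 0.000435 over the miRNAs passing filterByExpr, 1.48e-05 over those with at least 10 counts in every library, and 0.0012 in DESeq2. The result thus depends on how the spread is estimated. A response of MIR1-1 to ET-1 therefore may explain the increase, but it cannot be told apart from reads shared with hsa-miR-1-2-m, and under robust estimation not from the spread between replicates.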

How the results depend on the processing

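Except where a sentence says otherwise, the alternatives were set before the data were examined. Under them the number of differentially expressed known miRNAs, 426, ranged from 221 to 451, that of up-regulated miRNAs, 181, from 109 to 227, and that of down-regulated miRNAs, 245, from 112 to 295. Values within 1.5 times of these numbers came from RLE, total counts, upper quartile, TMM without the 10 most abundant miRNAs, edgeR's exact test, the replicate block (383) and both other thresholds. The numbers moved further as follows, and the cause was not tested on the real counts. With at least 10 counts in every library 221 were called, 109 up-regulated and 112 down-regulated, among 323 tested in place of 2013. DESeq2 without independent filtering gave 139 down-regulated miRNAs, DESeq2 with its default filters 160, and filterByExpr 144. The up-regulated numbers of these 3 settings stayed within 1.5 times. On the same simulated counts DESeq2 recovered 78.8% of changed miRNAs with a mean of at least 10 counts. edgeR's quasi-likelihood test recovered 97.0%, so DESeq2 called fewer there as well. Those counts had the same spread for every miRNA, which the real counts did not, so the comparison may not carry over. Of the alternatives added after seeing the data, the hairpin GC correction with the replicate block gave 279 called and 154 down-regulated. It covers only the miRNAs with a matched hairpin, of which 332 were called without it. The robust (423) and bias-adjusted (483) forms of the quasi-likelihood test stayed within 1.5 times. Leaving out one library or experiment gave from 325 to 395 called, from 151 to 184 up-regulated and from 174 to 232 down-regulated over the 9 fits.

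The log2 fold change of hsa-miR-23a-3p was 0.51 with total counts, under the 1.5-fold minimum, while its adjusted p stayed under the threshold. The other miRNAs named by the paper kept their direction and stayed called or not called under every alternative that gave them a value. hsa-miR-195-5p, not called at −0.74, passed below the 1.5-fold minimum in some of them, with −0.46 after upper-quartile normalization. For the 14 further named miRNAs, 296 of 306 values under the alternatives kept the direction and the call. The other 10 kept the direction but no longer met a threshold, and none reversed. Of the 10, 7 were hsa-miR-125b-5p, which fell by less than 1.5-fold with RLE normalization (−0.54), upper-quartile normalization (−0.39), DESeq2, edgeR's exact test and filterByExpr, and without control-CM replicate 3 or experiment 3. The other 3 came from alternatives added after seeing the data. They were hsa-miR-21-5p after the hairpin GC correction without (0.54) and with (0.53) the replicate block, and hsa-miR-1-1-m with the robust test (adjusted p = 0.123). The numbers of miRNAs of Tables S4 and S6 to S9 called here stayed within 1.5 times under each alternative tried. The per-experiment mean of hsa-miR-195-3p, at 0.58 with a prior count of 2, was 1.40 with a prior count of 0.5.

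The number of detected miRNAs, 1674 in control-CM and 1662 in ET1-CM, depended on the rule. It was 836 and 769 with a count required in every library, and 670 and 580 with at least 10 counts over the 3 libraries. CPM of the 5 abundant or moderately abundant miRNAs moved by more than the replicate SD after TMM normalization, while the order of the groups stayed. In control-CM and ET1-CM they were 49902 and 201818 for hsa-miR-1-2-m, 100003 and 50303 for hsa-miR-145-5p, 4726 and 7844 for hsa-miR-23a-3p, 564 and 1214 for hsa-miR-22-3p, and 389 and 4266 for hsa-miR-208a-3p.

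Depth limits the results for rare miRNAs. Of the 426 called miRNAs, 151 had a mean under 10 counts, and on simulated counts of the same depth 97.0% of changed miRNAs with a mean of at least 10 counts were recovered but 23.2% of all changed miRNAs. The GC correction by the mature sequence, without and with the replicate block, was not run because the mature sequences were not given. The correction by the hairpin was used in its place. It is void for the full number of 2013 miRNAs, since a hairpin was matched for 70.5% of them, under the 80% required.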

Differences from the paper's values

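The number of down-regulated known miRNAs was 245 here and 141 in the paper's Table S4. Of the alternatives set before the data were examined, these gave numbers within 1.5 times of the paper's: upper-quartile normalization (181), DESeq2 without independent filtering (139), DESeq2 with its defaults (160), edgeR's exact test (191), filterByExpr (144), at least 10 counts in every library (112), an FDR of at most 0.05 (200), and the fits without ET1-CM replicate 2 (210), ET1-CM replicate 3 (199), control-CM replicate 3 (204), experiment 2 (192) or experiment 3 (174). RLE normalization (215), total counts (295), TMM without the 10 most abundant miRNAs (238), the replicate block (220), no fold-change minimum (257) and the other fits without a library or experiment (216 to 232) did not. For all differentially expressed miRNAs (426 here, the paper's 292) and up-regulated miRNAs (181 here, the paper's 151) the values were within 1.5 times. DESeq2 without independent filtering and the fit without experiment 3 both gave the paper's 151 up-regulated miRNAs. DESeq2 without independent filtering gave 290 differentially expressed miRNAs.

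Known miRNAs detected in control-CM numbered 1674 here against the paper's 836, and in ET1-CM 1662 against the paper's 769. With at least 1 count required in every library of a group, the numbers here were 836 and 769, the paper's values. A count in at least 2 libraries (1166 and 1131) and at least 10 counts over the 3 libraries (670 and 580) also came within 1.5 times or closer. Equal depth (1568 and 1557) and leaving out one experiment (1406 to 1571 and 1428 to 1538) did not.

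The log2 fold changes of 5 named miRNAs differed from Table S4 by more than the replicate SD. They were 0.73 here and the paper's 0.88 for hsa-miR-23a-3p, 0.82 and the paper's 0.98 for hsa-miR-133a-3p, 3.17 and the paper's 3.31 for hsa-miR-208b-5p, −3.33 and the paper's −3.17 for hsa-miR-551b-5p, and −3.13 and the paper's −2.97 for hsa-miR-421. For all 5, RLE normalization, DESeq2 without independent filtering, edgeR's exact test with RLE normalization, filterByExpr, and the fits without ET1-CM replicate 2 and without experiment 2 came within the replicate SD of the paper's value. With RLE normalization the 5 values were 0.88, 0.98, 3.33, −3.16 and −2.97. TMM without the 10 most abundant miRNAs did so for hsa-miR-133a-3p, hsa-miR-208b-5p and hsa-miR-551b-5p only. Total counts, upper-quartile normalization, at least 10 counts in every library and the replicate block did so for none of the 5. Of the other fits without a library or experiment, those without control-CM replicate 3 and without experiment 3 closed the gap for hsa-miR-133a-3p and hsa-miR-551b-5p, that without ET1-CM replicate 1 and that without experiment 1 for hsa-miR-551b-5p, and those without ET1-CM replicate 3, control-CM replicate 1 or control-CM replicate 2 for hsa-miR-208b-5p. None of them did so for hsa-miR-23a-3p or hsa-miR-421. RLE normalization, DESeq2 and the exact test also gave, to 2 decimals, the paper's values of hsa-miR-1-2 (2.17), hsa-miR-145-5p (−0.84), hsa-miR-22-3p (1.27) and hsa-miR-22-5p (1.36).

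Of the paper's 174 miRNAs in TargetScan pairs 166 were called here, and all 174 with the exact test after RLE normalization. Of the paper's 54 miRNAs in miRTarBase pairs 51 were called here. All 54 were called with DESeq2, with the exact test after RLE normalization and without experiment 3.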

Other observations

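The tests of library depth, of the large spreads, of the splits of libraries beyond the condition, of hsa-miR-1-2-nm and of the GC slopes were chosen only after the result was seen. The p-values of 8 relations across miRNAs were adjusted together by the Benjamini-Hochberg method. They were judged at an adjusted p of 0.05, stricter than the FDR of 0.1 used for single miRNAs, and miRNAs are not independent replicates.

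The number of 426 differentially expressed miRNAs was compared with other splits of the 6 libraries. The 6 libraries make 10 splits into 3 and 3, and the other 9 gave 0 to 2 called miRNAs, with 16 to 60 at an unadjusted p under 0.05 against 534 for the real split. Only 4 splits part all 3 same-numbered pairs, as the real one does, and the real split was the 1 of 4 that gave as many. The other 3 gave 0 called miRNAs and 16 to 31 with an unadjusted p under 0.05, while the remaining 6 splits part only 1 pair. A share of 1 in 4 is the smallest possible, so the ranking of splits cannot decide. The other splits also mix the conditions on each side, which widens the spread within a side. On the first principal component, with 87.4% of the variance, the libraries parted by condition. Control-CM lay between −14.56 and −14.24 and ET1-CM between 14.20 and 14.49. This gap, beside the small spread within each group, argues against a number that comes from the splitting alone. The library totals of the groups overlapped (exact two-sided permutation test, p = 1). With the 10 most abundant miRNAs left out of the normalization, 423 miRNAs were called. Among the 343 miRNAs with a mean of at least 10 counts and a matched hairpin, 233 were called without and 227 with the GC correction, and 226 with the correction and the replicate block. Of these, 203 were called both with and without the correction, 30 only without it and 24 only with it. Leaving out the abundant miRNAs and correcting for the GC content of the hairpin thus left the numbers nearly as they were. Differential expression was not tested at equal depth.

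Changes followed the GC content of the hairpin. Across the 343 miRNAs, the log2 fold change fell with the GC content of the part of the hairpin that holds the mature arm. For names without an arm, the GC content was that of the whole hairpin. Pearson's r was −0.303 and Spearman's rho −0.297 (permutation test, p = 0.0001, the smallest 10000 permutations can give, adjusted p = 0.0008). The relation covers 9.16% of the variance. In the 3 experiments r was −0.318, −0.287 and −0.274. The median GC content was 47.3% for the 103 up-regulated and 54.4% for the 130 down-regulated miRNAs. A slope on GC was fitted in each library to the log2 abundance of each miRNA minus its mean over the 6 libraries. Per 10 percentage points, it was 0.20 to 0.23 in the 3 control-CM libraries and −0.26 to −0.19 in the 3 ET1-CM libraries. Such deviations cancel out, so the mean slopes of the groups had to be opposite in sign. They are not slopes of abundance itself, and only the gap between the groups is informative. The gap between the groups was 6.10 times the larger range within a group. A bias that varies between libraries by as much as seen within a group is thus too small to give it. With 3 libraries in each group, that variation is known only roughly. A bias shared by the libraries of one condition could give the same pattern as a response of miRNAs by sequence, and r = −0.303 cannot tell them apart.

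Both arms of a hairpin had a mean of at least 10 counts for 98 hairpins, and in 39 of them the arms changed in opposite directions. Under RLE, total-count, upper-quartile normalization, TMM without the 10 most abundant miRNAs, DESeq2 and the replicate block the number was 36, 39, 34, 37, 36 and 38, and after the hairpin GC correction it was 30 of 85 hairpins. Shuffling the arms among hairpins gave a mean of 48.8 opposite pairs, and a share of 0.0381 of the shuffles gave as few as observed (adjusted p = 0.067). The log2 fold changes of the arms correlated with r = 0.221 (permutation p = 0.029, adjusted p = 0.067). Both adjusted p-values lie between 0.05 and 0.1, so whether the arms change together more than shuffled arms depends on the threshold. Among the 38 hairpins with both arms called, 12 were opposite, and 8 stayed so under all 6 of the normalizations and tests just listed. With the GC correction 11 of 33 were opposite, and whether these are the same hairpins was not examined. The difference in GC between the arms correlated with their difference in log2 fold change across 85 hairpins (r = −0.224, Spearman's rho −0.208, permutation p = 0.042, adjusted p = 0.067), so GC content could contribute and was not excluded. Low counts do not separate the 2 kinds of pair, since the weaker arm had a median of 52.7 mean counts in opposite pairs and 51.7 in the others (permutation test, p = 1). No biological explanation of the opposite arms was tested.

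Hairpins within 10000 bp on one strand may change together if they share a transcript. For 58 hairpins in 22 such clusters, the SD of log2 fold change within clusters was 1.27, against a mean of 1.50 when hairpins were shuffled (permutation p = 0.061, adjusted p = 0.082). The adjusted p is under 0.1 but above 0.05, so the result depends on the threshold, and shared transcription was neither shown nor excluded.

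Some miRNA hairpins match other small RNAs or mitochondrial RNA. The part of the hairpin that holds the mature arm was searched for such matches. For names without an arm, such as hsa-miR-4284 and hsa-miR-4484, it was the whole hairpin, so a match may lie outside the mature sequence. Among the 343 miRNAs, 12 had at least 18 matching bases at 95% identity or more in the searched part. Their median log2 fold change was −1.47, against −0.12 for the other 331, a difference of −1.35 (permutation p = 0.0093, adjusted p = 0.037), and 10 of the 12 fell. For 9 of the 12 the match was to genes of the mixed annotation class misc_RNA, and the others matched snoRNA or mitochondrial RNA only. None matched rRNA, and nuclear tRNA was not searched. A candidate explanation is that fragments of the matched RNAs were counted as these miRNAs and were rarer in ET1-CM. One of the 12, which matched mitochondrial RNA only, goes against it with a log2 fold change of 1.98 (adjusted p = 3.65e-23 from edgeR's quasi-likelihood test). Another rose by 0.48 and one changed by −0.11 (adjusted p = 0.22 and 0.57), so these give it no weight either. For the 9 others, which fell further, the explanation remains. Among them, the fall of hsa-miR-1273a did not meet the FDR (log2 fold change −0.90, adjusted p = 0.16 from edgeR's quasi-likelihood test). Whether the miRNAs themselves fell could not be tested without the reads.

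Of the 415 miRNAs with a mean of at least 10 counts, 20 had a spread between replicates of at least 3 times what the common dispersion gives. Of the 20, 4 had siblings in the files, as had 129 of the other 395 (odds ratio 0.516, Fisher's exact test, p = 0.33, adjusted p = 0.37). A sibling was a name with the same number and arm, so a name without an arm was not paired with names that carry one, and some siblings were missed. The test does not exclude reads shared between family members, which were left open above for hsa-miR-1-1-m, the miRNA with the largest spread. The large spreads cannot be told apart from that explanation.

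Differences between libraries beyond the condition were looked for by adding to the model, over the 434 miRNAs passing filterByExpr, each of the 9 splits of 1 control-CM and 2 ET1-CM libraries against the other 3. The largest number of miRNAs at an FDR of at most 0.1 was 17, reached by 1 of 9 splits, with 54 at an unadjusted p under 0.05. That split set control-CM experiment 2 and ET1-CM experiments 2 and 3 against the rest. The other 8 splits gave 0, with 8 to 36 at an unadjusted p under 0.05. The largest of 9 splits cannot have a share below 1 in 9, so this ranking cannot show whether the split with 17 differs beyond the choice among splits. The share of hsa-miR-1-1-m in its counts with hsa-miR-1-2-m followed the same split, at 2.14% to 3.28% against 0.679% to 1.11%. That miRNA may be among the 17, so this adds no independent evidence. No batch is given in the sample records.

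hsa-miR-1-2-nm fell while hsa-miR-1-2-m rose. The log2 fold changes were −1.63 and 2.02, each with one direction in 3 of 3 experiments, and the difference between them was not tested. Under the 4 other normalizations the highest value of hsa-miR-1-2-nm was −1.32, so the opposite directions do not come from the normalization. The meaning of the endings and the division of reads between the names were not given, so no biological explanation was tested.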
